A study of Mus musculus with 9 samples.

How the data were processed

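RNA from 9 samples of MCEC, an endothelial line from mouse heart, was sequenced: 3 libraries each of unmodified cells (WT), Zbtb46 knockdown cells (KD) and Zbtb46 overexpressing cells (OE). Per the labels' protocols, RNA was purified with a column kit, selected for poly-A tails on oligo-dT beads, heat-fragmented, reverse transcribed with random hexamers and sequenced from both ends on a NovaSeq instrument. The labels do not state how the knockdown or the overexpression was made, and no library from cells given an empty or control vector was analysed here. The table deposited by the authors holds whole-number counts per Ensembl gene and library, not normalised, judged from the values and the column names. The aligner, the counting program, the use of strand, the genome build and the annotation release are stated neither in the labels nor in the table. Genes that overlap or that have near-identical copies could therefore share counts in ways that cannot be corrected here.

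The table has 55774 rows. Because it pairs Ensembl with Entrez identifiers, 168 genes appear on 455 rows, always with identical counts, and each was counted once, which left 55487 genes. Each column matched 1 sample by name and 0 columns were left over. Every row names a gene. Positions were taken from GENCODE M21 on GRCm38 by Ensembl identifier, which matched 55141 of the 55487 genes; they serve to order genes and to name loci, since the build used for counting is not stated. Total counts ran from 39491828 to 55745849 per library. A fold against a group with at most 3 counts in each library was computed against 3 counts and is given as a lower bound.

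Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes were kept with filterByExpr using the group factor (16955 genes), scaled with TMM, and fitted in a single quasi-likelihood model over the 9 libraries with the group as the only term and robust dispersion estimates. Contrasts were KD against WT, OE against WT, OE against KD, and any difference among the 3 groups. P values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, so single genes were judged by the model across all genes. Normalised levels are counts scaled to a common library total (CPM) with TMM factors, given as mean ± SD over 3 libraries. The standard error of a log2 fold change was computed from the SDs of log2 CPM (prior count 2) of the groups compared. Named genes followed a rule fixed before the data were examined: Zbtb46; the 4 largest rises and 4 largest falls against WT for KD and for OE; the 4 genes with opposite signs and the 4 with the same sign in both comparisons that had the largest smaller change; and in each gene list the gene with the smallest p. Except for the last kind, such genes needed a symbol that is not a predicted-gene name, groups that did not overlap and a mean of at least 5 CPM in a group. Genes outside the rule are named only in the closing observations and were chosen after their values were seen. A gene that the rule selects is not reported here.

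The 7 gene lists, written before the data were examined, cover endothelial identity, angiogenic sprouting, chemokines and leukocyte adhesion, interferon response, antigen presentation, cell cycle and mesenchymal genes. Endothelial identity and angiogenic sprouting share 1 gene. Lists were tested with camera at a preset correlation of 0.01 on log2 CPM, with Benjamini-Hochberg adjustment over the 21 tests. List medians hold fitted values; setting genes at the floor to their bounds left all 21 medians as they were. The value that the shared WT libraries alone give to the correlation between comparisons was obtained from 20 simulated data sets with no group differences, drawn from one mean per gene (that of WT, or 10% of the overall mean if higher) and the dispersions of each group.

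The procedure was tested on simulated counts for 16522 genes, of which 200 were changed. It recovered 67.7% of the 96 tested genes changed 2-fold and 63.3% of the 98 changed by 0.5 on the log2 scale. Among genes with a mean of at least 3 CPM these shares were 98.4% of 62 and 92.5% of 67, and under 3 CPM they were 11.8% of 34 and 0% of 31, so small changes of weakly expressed genes were mostly not detectable at this depth. Of the 143 genes called, 11.2% were unchanged, more than the nominal share of the threshold. A list of shifted genes had an adjusted p of 6.4e-27 and an unchanged list 0.731, both with camera.

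Alternatives fixed before the data were examined were DESeq2 size factors, upper-quartile factors or library totals alone in place of TMM; no filter beyond 1 count, or at least 10 counts in every library; DESeq2 or limma-voom in place of edgeR; a fit of only the groups compared; the replicate number as a block; a minimum fold change of 1.5 with glmTreat; leaving out each library in turn; and, for the lists, fry, camera with an estimated correlation, camera on ranks and a prior count of 0.5. Alternatives chosen after seeing the data were leaving out ribosomal RNA features, limma-voom with a weight per group, and the removal of each library's median deviation in 20 Mb windows.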

Results

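Gene expression was measured by poly-A RNA-seq in MCEC, an established line of endothelial cells from mouse heart. Zbtb46 encodes a transcription factor with zinc fingers and a BTB domain. The 9 libraries formed 3 groups of 3: unmodified cells (WT), cells with Zbtb46 knocked down (KD) and cells with enforced Zbtb46 overexpression (OE). Total counts ran from 39491828 to 55745849 per library, with means of 4.61e+07 ± 8.55e+06 (SD, n = 3) in WT, 4.64e+07 ± 5.15e+06 in KD and 4.81e+07 ± 1.86e+06 in OE. Of the 55487 genes in the count table, 33519 had at least 1 count and 16955 were tested.

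A single ribosomal RNA feature, CT010467.1, took between 7.32% and 18.03% of the counts of a library. Ribosomal RNA features together took 11.5% ± 5.07 (SD, n = 3) of the counts in WT, 11% ± 1.36 in KD and 15.9% ± 1.92 in OE. The OE mean lay above both others, but the WT libraries, at 7.32% to 17.1%, overlapped the OE libraries at 14.2% to 18.03%. Every pair of replicates differed by more than sampling noise, with a median chi-square per gene between 2.75 and 10.1 times that of sampling alone, so no pair was treated as a library deposited more than once. This check cannot tell separate cultures from separate preparations of one culture, which the labels do not state. Variation between replicates beyond counting noise was 10.2% in WT, 3.81% in KD and 4.72% in OE as a coefficient of variation. The model shared 1 dispersion per gene over the 3 groups in spite of this difference. The first principal component held 45.1% of the variance and placed the WT libraries, at -9.73 to -8.39, between KD at -44.0 to -40.6 and OE at 50.4 to 52.1. On the second component, with 19.97% of the variance, WT lay at 29.5 to 40.5, and the KD and OE libraries lay at -25.4 to -11.9.

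The targeted gene was examined first. Zbtb46 (ENSMUSG00000027583) lies on chromosome 2 from 181387762 to 181459426 on the minus strand of GRCm38 (GENCODE M21), where it overlaps the gene Gm22708 on the same strand. Its normalised level, as counts scaled to a common library total (CPM), was 13.7 ± 0.623 CPM (SD, n = 3) in WT, from 506 to 855 counts per library. In KD it was 11.2 ± 0.537 CPM, from 453 to 589 counts, and in OE 191 ± 2.67 CPM, from 8723 to 9340 counts. Zbtb46 mRNA was thus 17.8% lower in KD than in WT, a log2 fold change of -0.28 (SE 0.055), with an adjusted p of 0.00144 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3 KD libraries all lay below the 3 WT libraries. Of the genes tested, 29.7% had a larger fitted change than Zbtb46 between KD and WT, in either direction and whether or not they passed the threshold. In OE, Zbtb46 was 13.99-fold higher than in WT, a log2 fold change of 3.81 (SE 0.039), with an adjusted p of 3.22e-21 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between OE and KD the difference was 17.02-fold. Over the alternative processing settings the KD change ran from -0.32 to -0.20, the latter with the medians of 20 Mb genome windows removed, and the OE change from 3.74 to 3.84.

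**Figure D1:**
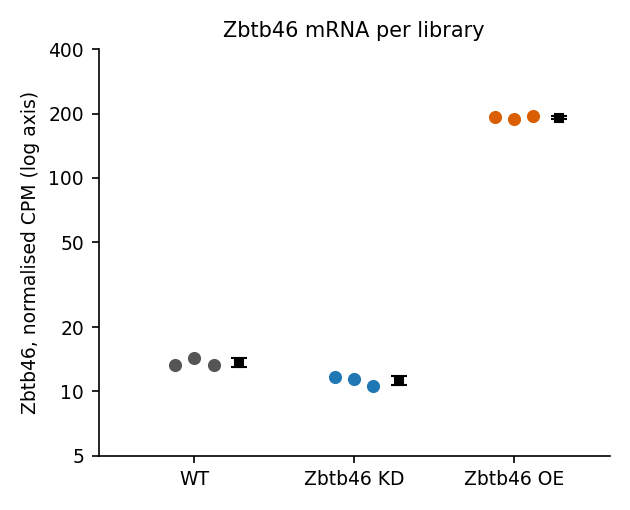
Normalised Zbtb46 level in CPM (log axis) in each of the 3 WT, 3 KD and 3 OE libraries, as coloured points, with a black square and bar for the mean and SD beside them. The KD libraries lie at 10.7 to 11.7 CPM, just under the WT libraries at 13.2 to 14.4 CPM, and the OE libraries lie at 189 to 194 CPM.

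The comparison of KD with WT asked which genes change when Zbtb46 is lowered. At an adjusted p under 0.05, 3617 genes differed, 1859 higher and 1758 lower in KD, and 5413 differed at an unadjusted p under 0.05. The 3 KD values did not overlap the 3 WT values for 34.7% of the genes tested, where chance gives 10%. Most changes were small, with a median size of 0.31 on the log2 scale among the genes that differed; 92 genes rose and 355 fell by at least 2-fold. The setting that moved this count most was a test against a minimum fold change of 1.5, which gave 71 genes higher and 203 lower. Scaling by library totals alone turned the share of higher genes from 51.4% into 35.8%.

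The 4 genes with the largest rise in KD were Scn2b, Actc1, Med12l and Pla2g5. Scn2b had 0 counts in every WT library and 15.3 ± 0.819 CPM (SD, n = 3) in KD, at least 233.0-fold higher when WT is set at the floor of 3 counts. Actc1, also at 0 counts in WT, reached 7.21 ± 0.642 CPM in KD, at least 109.9-fold higher. Med12l went from 0.011 ± 0.019 to 15.4 ± 0.762 CPM, at least 235.3-fold higher; it overlaps several other genes, and the counting of strand is not stated. Pla2g5 rose from 0.858 ± 0.181 to 8.39 ± 0.473 CPM, a log2 fold change of 3.31 (SE 0.18). The 4 largest falls were those of Ntn1, Eif4g3, Nid2 and Tubb4a. Ntn1 dropped from 6.58 ± 0.822 CPM to at most 2 counts in each KD library, at least 100.5-fold lower. Eif4g3 dropped from 16.8 ± 0.320 to 0.215 ± 0.139 CPM (log2 fold change -6.26, SE 0.45), Nid2 from 13.1 ± 2.10 to 0.251 ± 0.117 CPM (-5.72, SE 0.40) and Tubb4a from 32.4 ± 4.04 to 1.06 ± 0.376 CPM (-4.90, SE 0.34). Among these 8 genes the highest adjusted p was 4.12e-11, for Pla2g5, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pla2g5 and Eif4g3 lie in the same window of chromosome 4, whose genes had a median log2 fold change of -0.17 in KD, and Scn2b lies in a window of chromosome 9 with a median of 0.16.

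The comparison of OE with WT asked which genes change when Zbtb46 is raised. Here 6174 genes differed at an adjusted p under 0.05, 2874 higher and 3300 lower in OE, and 7444 at an unadjusted p under 0.05. The groups did not overlap for 45.1% of the genes tested, against 10% by chance. At least a 2-fold rise was found for 342 genes and at least a 2-fold fall for 564. The median size of the change was 0.38 on the log2 scale. Against a minimum fold change of 1.5, 794 genes passed, and with library totals alone the share of higher genes was 31.6% in place of 46.6%.

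In OE the 4 largest rises were those of Actc1, Med12l, Ntng2 and Fgfbp3. Actc1 reached 5.39 ± 0.854 CPM (SD, n = 3) in OE, at least 82.17-fold above the WT floor, and Med12l 13.7 ± 1.04 CPM, at least 209.3-fold above it. Ntng2 rose from 0.173 ± 0.070 to 6.17 ± 0.501 CPM (log2 fold change 5.11, SE 0.29), and overlaps 6530402F18Rik on the same strand. Fgfbp3 rose from 1.59 ± 0.250 to 35.9 ± 0.702 CPM (4.51, SE 0.13). The largest falls were those of Cyba, Asmt, Smoc1 and Vat1l. Cyba went from 19.5 ± 1.61 to 0.568 ± 0.092 CPM (log2 fold change -5.10, SE 0.14), Asmt from 5.23 ± 0.728 to 0.158 ± 0.109 CPM (-5.04, SE 0.57), Smoc1 from 16.2 ± 0.756 to 0.498 ± 0.128 CPM (-5.01, SE 0.19) and Vat1l from 46.7 ± 1.80 to 1.81 ± 0.370 CPM (-4.69, SE 0.18). The highest adjusted p among these 8 genes was 3.06e-11, for Ntng2, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cyba lies in a window of chromosome 8 whose genes had a median log2 fold change of -0.48 in OE, and its own change was -4.64 once window medians were removed.

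OE and KD, the groups farthest apart in Zbtb46, differed in 7031 genes at an adjusted p under 0.05, 3291 higher and 3740 lower in OE, with 8103 at an unadjusted p under 0.05. In this comparison 631 genes were at least 2-fold higher and 639 at least 2-fold lower, and 55.4% of the genes had groups that did not overlap, against 10% by chance. Against a minimum fold change of 1.5, 1331 genes passed. Tested over the 3 groups together, 8085 genes, 47.7% of those tested, differed at an adjusted p under 0.05 and 9098 at an unadjusted p under 0.05.

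Whether lowering and raising Zbtb46 moved genes in opposite directions was then examined. Across the 16955 genes, which are not independent replicates, the fold changes of KD and of OE against WT had a Pearson correlation of 0.21 and a Spearman correlation of 0.098. The same WT libraries enter both comparisons, and in 20 simulations with no difference between groups this alone gave a Pearson correlation of 0.544 (range 0.529 to 0.566). The observed value was therefore lower than that of unchanged groups. Those simulations hold no real changes, and unrelated changes in KD and OE would also lower the correlation. The comparison therefore cannot tell opposite changes from unrelated ones. The observed correlation depended on genes with low counts. It was 0.062 among genes with at least 10 counts in every library, where the simulations gave 0.576. It was 0.465 with no filter beyond 1 count. Both comparisons passed the threshold for 2207 genes. Of these, 1197 had opposite signs (54.2%): 499 were lower in KD and higher in OE, and 698 were the reverse. The other 1010 had the same sign, 483 higher and 527 lower in both. The simulations, with a median of 1 gene past the threshold in each comparison, gave 0 genes with opposite signs and 0 to 2 with the same sign; they give no split to set against that of genes that do change, and the split was not tested. Among 220 genes changed by at least 2-fold in both, 117 had opposite signs and 103 the same sign. The majority was not the same under all settings: 883 genes had opposite signs and 988 the same sign with window medians removed, and 1200 and 1641 without WT replicate 2.

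**Figure D2:**
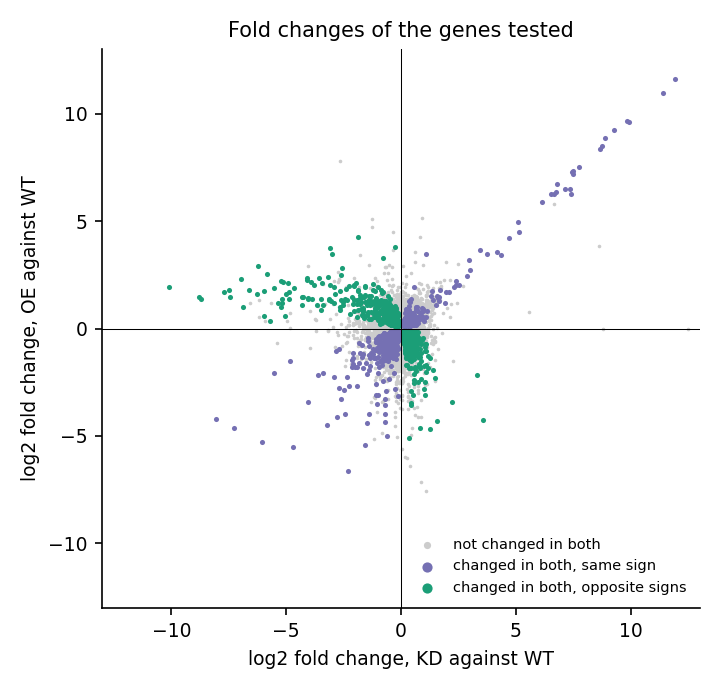
Log2 fold change of OE against WT (vertical axis) and of KD against WT (horizontal axis) for each of the 16955 genes tested, with the 1010 genes that passed the threshold in both with the same sign in purple and the 1197 with opposite signs in green. Fitted values far from 0 belong mostly to genes with few or no counts in a group and are not bounds on their change.

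Among the genes that changed most in both comparisons, those with opposite signs were Eif4g3, Ntn1, Tubb4a and Aldoc. In OE, Eif4g3 stood at 51.7 ± 2.27 CPM (SD, n = 3), a log2 fold change of 1.62 (SE 0.039) against WT, Ntn1 at 21.3 ± 1.08 CPM (1.69, SE 0.11) and Tubb4a at 105.1 ± 0.769 CPM (1.70, SE 0.10). Aldoc had 8.73 ± 1.34 CPM in WT, 1.65 ± 0.248 in KD (-2.40, SE 0.17) and 31.8 ± 1.88 in OE (1.86, SE 0.13). Eif4g3 lies in a window of chromosome 4 whose genes had a median log2 fold change of 0.35 in OE, and with window medians removed its own change there was 1.28. The same sign was found for Actc1 and Med12l, given above, and for Fbxo25 and Meis1. Fbxo25 rose from 21.4 ± 1.08 CPM to 104.3 ± 0.294 in KD (2.29, SE 0.042) and 81.6 ± 4.15 in OE (1.93, SE 0.059). Meis1 fell from 8.64 ± 0.333 CPM to 2.46 ± 0.351 in KD (-1.82, SE 0.12) and 2.83 ± 0.689 in OE (-1.61, SE 0.22). Meis1 lies in a window of chromosome 11 with a median of -0.55 in OE, and its OE change was -1.09 with window medians removed. The highest adjusted p of these changes was 9.90e-08, for Meis1 in KD, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

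The title of the series names tumor angiogenesis and tumor immunity, and 7 gene lists on endothelial, angiogenic, immune, cell cycle and mesenchymal functions were fixed in advance and tested with camera (preset correlation 0.01), with Benjamini-Hochberg adjustment over the 21 tests. In KD, the chemokine and leukocyte adhesion list had a median log2 fold change of -0.41 over the 20 genes tested, with a camera adjusted p of 0.00117; 15 of the 20 were lower. Singly, 2 of its genes were higher and 11 lower at an adjusted p under 0.05 over all genes, and 13 passed when adjusted over the list alone. The endothelial identity list had a median of -0.36 in KD over the 11 of its 25 genes that were tested, 9 of them lower, with a camera adjusted p of 0.0232; 7 genes passed over all genes and 7 adjusted over the list alone. This call was lost without WT replicate 2 (median -0.22, adjusted p 0.168), WT replicate 1 (0.0657), KD replicate 1 (0.0829), OE replicate 1 (0.0582) or OE replicate 3 (0.0670), as camera adjusted p values. In OE, the chemokine and leukocyte adhesion list had a median of -0.32, again with 15 of 20 genes lower, and a camera adjusted p of 0.00776; 13 genes passed over all genes and 13 adjusted over the list alone. Its median was -0.21 without WT replicate 2, KD replicate 2 or KD replicate 3 and -0.22 without KD replicate 1, and the list still passed in these fits. The calls of this list in KD and in OE share the WT libraries and are not independent. Between OE and KD the list had a median of 0.016 and did not pass with camera (adjusted p 0.935). There fry passed it as lower in OE (fry adjusted p 0.000845). The mesenchymal list had a median of -0.32 in OE, 13 of 20 genes being lower, with a camera adjusted p of 0.0232; 15 genes passed over all genes and 16 adjusted over the list alone. The adjusted p was 0.0637 without WT replicate 2, 0.0581 without KD replicate 1, 0.0512 without KD replicate 3 and 0.0582 without OE replicate 1, and the call was then lost. Between OE and KD the mesenchymal list had a median of -0.39 and a camera adjusted p of 0.0232, which became 0.0568 without OE replicate 1. No list passed in any comparison when camera estimated the correlation between genes from these libraries, where 2 lists in KD against WT, 1 in OE against WT and 0 in OE against KD had an unadjusted p under 0.05, while fry, a test that asks only whether the list itself moved, passed 3 lists in KD against WT, 6 in OE against WT and 6 in OE against KD, the 5 calls of camera among them.

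The other lists did not pass with camera against WT. In KD their medians were -0.025 for angiogenic sprouting, -0.0094 for interferon response, -0.16 for antigen presentation, 0.0021 for cell cycle and 0.11 for mesenchymal genes. In OE they were -0.24 for angiogenic sprouting, with a camera adjusted p of 0.0506, -0.55 for endothelial identity (-0.23 without WT replicate 2, -0.33 without OE replicate 1), 0.073 for interferon response, 0.14 for antigen presentation and 0.089 for cell cycle. Angiogenic sprouting in OE passed without WT replicate 1 (camera adjusted p 0.0412), and also with a prior count of 0.5 or with at least 10 counts in every library. Cell cycle in OE passed with window medians removed. Some of these medians changed sign when 1 library was left out: in KD, angiogenic sprouting (0.027 without WT replicate 3), interferon response (0.064 without WT replicate 2) and cell cycle (-0.020 without WT replicate 1), and in OE, interferon response (-0.0037 without OE replicate 2). At an adjusted p under 0.05 over all genes, the numbers of genes in KD were 9 for angiogenic sprouting (12 adjusted over the list alone), 4 for interferon response (4), 9 for antigen presentation (10), 9 for cell cycle (10) and 9 for mesenchymal genes (11). In OE they were 15 for angiogenic sprouting (16 adjusted over the list alone), 8 for endothelial identity (8), 9 for interferon response (9), 8 for antigen presentation (8) and 18 for cell cycle (20).

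**Figure D3:**
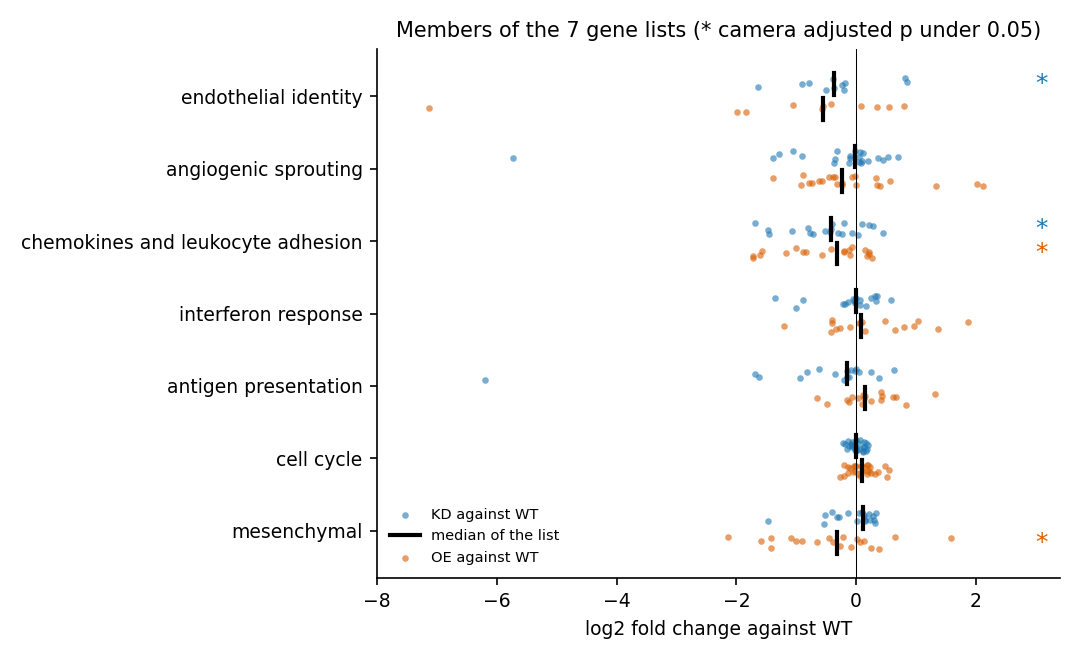
Fitted log2 fold change against WT (horizontal axis) of each tested member of the 7 gene lists in KD (blue) and OE (orange), with a black bar at the median of the list. An asterisk marks the 4 list medians with a camera adjusted p under 0.05: chemokines and leukocyte adhesion in KD and in OE, endothelial identity in KD and mesenchymal in OE.

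The members with the smallest p in their list showed the size of single changes. In KD these were Ecscr for endothelial identity (log2 fold change -1.65, SE 0.049), Nid2 for angiogenic sprouting, Cxcl12 for chemokines and adhesion (-1.46, SE 0.10), Calr for antigen presentation (0.64, SE 0.031), Acta2 for mesenchymal genes (-1.47, SE 0.11) and Top2a for the cell cycle (0.20, SE 0.063). Top2a no longer passed with library totals alone (log2 fold change 0.16). In OE they were Ptprb for endothelial identity (-1.85, SE 0.14), Igfbp3 for angiogenic sprouting (-1.39, SE 0.035), Csf1 for chemokines and adhesion (-1.17, SE 0.023), Gbp2 for interferon response (-1.21, SE 0.13), Calr for antigen presentation (0.42, SE 0.030), Cdc20 for the cell cycle (0.49, SE 0.022) and Col3a1 for mesenchymal genes (-1.58, SE 0.042). Cdc20 lies in a window of chromosome 4 with a median of 0.39 in OE, and its change was 0.12 with window medians removed. Igfbp3 lies in a window of chromosome 11 with a median of -0.55, and its change was then -0.87.

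Fold changes in OE were unevenly spread over the genome. Of 141 windows of 20 Mb with at least 10 expressed genes, 13 had a median log2 fold change beyond 0.2 in OE against WT, 4 upward and 9 downward. They lay on chromosomes 4, 8, 9, 11 and 13 of GRCm38, and in each of them the 3 OE libraries were separate from the 3 WT libraries. In KD against WT, 1 window was beyond 0.2. These windows held 11.03% of the genes tested and 17.7% of the genes that differed between OE and WT. With the window medians removed, 5708 genes differed between OE and WT and 3209 between KD and WT. This setting was chosen after seeing the data.

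**Figure D4:**
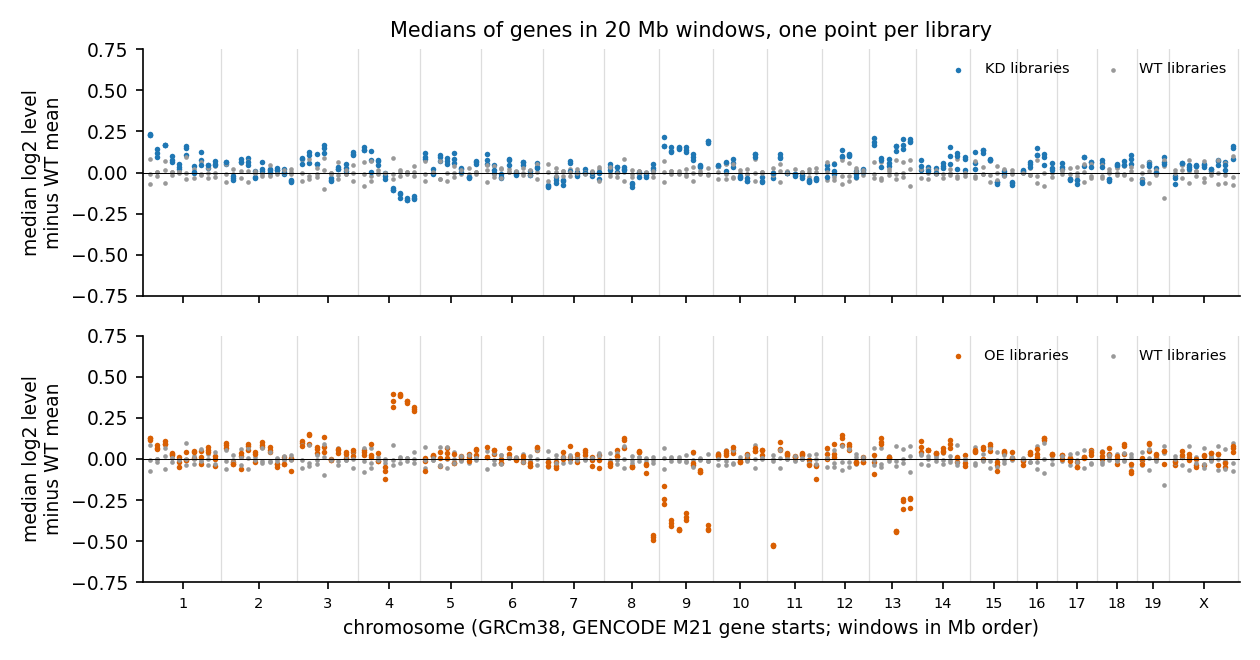
Median log2 expression of the genes in each 20 Mb window of the genome (GRCm38, horizontal axis), relative to the mean of WT, with a point for each library: KD (blue) above, OE (orange) below, WT (grey) in both. OE departs from WT on chromosome 4 from 80 to 160 Mb and on parts of chromosomes 8, 9, 11 and 13, where the 3 OE libraries lie together.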

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

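No test in this part was chosen only after its result was seen, apart from 3 alternatives picked after seeing the data: leaving out ribosomal RNA features, limma-voom with a weight per group, and removing the medians of 20 Mb windows.

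The test against a minimum fold change of 1.5 was used for counts of genes only, not for Zbtb46 or the other named genes. Zbtb46 kept its direction and its side of the threshold in KD and in OE under each other alternative that tested it. The same held in the 9 fits that each left out 1 library. The KD change ran from -0.32 to -0.20 over the alternatives, with adjusted p values from 0.000354 to 0.0335 (edgeR's quasi-likelihood test, DESeq2 or limma-voom, each with Benjamini-Hochberg adjustment), and from -0.31 to -0.24 over the 9 fits. The OE change ran from 3.74 to 3.84. Over these alternatives and the 9 fits the values of named genes were on the same side in 783 cases and lost the threshold in 2. Of these, Top2a in KD had an adjusted p of 0.114 with library totals alone (8.27e-05 to 0.114 over its alternatives apart from the fits without 1 library), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

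Counts of genes stayed within 1.5 times of the reported ones under most settings. A fit of only the groups compared gave fewer genes against WT (3001 in KD and 5518 in OE) and more between OE and KD (8138). So did limma-voom with a weight per group (3353, 5693 and 8185 in that order). The reported model shares 1 dispersion per gene, although WT replicates varied most. Its counts may therefore be too high against WT and too low between OE and KD. In KD against WT, leaving out 1 library gave 2537 to 4699 genes, in OE against WT 5228 to 6440 and in OE against KD 6072 to 7604. A test against a minimum fold change of 1.5 gave 2.7e+02 genes (71 higher and 203 lower) in KD against WT, 794 in OE against WT and 1331 in OE against KD; it asks for larger changes by construction. Library totals alone gave 739 genes with opposite signs and 641 with the same sign in KD and OE; the cause was not tested. The number with the same sign ran from 700 to 1641 across the 9 fits that each left out 1 library, the highest without WT replicate 2, where 1200 had opposite signs. There, and with window medians removed (883 with opposite signs and 988 with the same sign), the same sign was the more frequent, unlike in the reported fit. The median of all genes moved by less than 0.1 under each scaling, but the split into higher and lower genes depended on it. With library totals alone the share of higher genes was 35.8% in place of 51.4% in KD against WT, 31.6% in place of 46.6% in OE against WT and 40.8% in place of 46.8% in OE against KD. With upper-quartile factors it was 42.7%, 54.3% and 57.6% in that order. With window medians removed, 2763 of the 3617 genes in KD against WT and 5138 of the 6174 in OE against WT still passed.

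The correlation of KD and OE fold changes was 0.465 with no filter beyond 1 count and 0.062 with at least 10 counts in every library, and 0.238 to 0.338 across the 9 fits that each left out 1 library, the highest without WT replicate 2. The filters change which genes enter.

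Gene lists depended most on the test. With fry, 6 lists passed in OE against WT and 6 in OE against KD. With camera and an estimated correlation, 0 lists passed in KD against WT, 0 in OE against WT and 0 in OE against KD, where 2, 1 and 0 had an unadjusted p under 0.05. With camera on ranks, 1, 0 and 0 lists passed in that order, and 3, 4 and 2 had an unadjusted p under 0.05. Library totals alone gave 1 list in KD against WT and 1 in OE against WT, and window medians removed gave 2 in OE against KD. Across the 9 fits that each left out 1 library, 1 to 2 lists passed in KD against WT, 1 to 3 in OE against WT and 0 to 1 in OE against KD, the 0 without OE replicate 1, where 3 had an unadjusted p under 0.05. The cause of these differences was not tested.

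The direction of the test reversed only for lists that had not passed in the reported camera test, given here with their medians. With fry, whose medians are those reported, this held for interferon response in OE against WT (median 0.073) and OE against KD (-0.024). It also held for chemokines in OE against KD (0.016), which fry passed as lower (fry adjusted p 0.000845). With at least 10 counts in every library, where fewer genes are tested, it held for angiogenic sprouting in KD against WT (0.059), cell cycle in KD against WT (-0.0037), interferon response in OE against WT (0.049) and OE against KD (-0.11), and endothelial identity in OE against KD (0.045). Cell cycle in KD against WT also reversed with library totals alone (-0.034) and with window medians removed (-0.0033). Leaving out 1 library gave -0.020 (without WT replicate 1) to 0.018 for cell cycle in KD, -0.0095 to 0.064 (without WT replicate 2) for interferon response in KD and -0.0037 (without OE replicate 2) to 0.19 (without OE replicate 1) for interferon response in OE. The median alone changed sign, with the direction of the test as reported, in further cases. With window medians removed these were endothelial identity in OE against KD (0.32 in place of -0.24) and interferon response in KD (0.026), and with library totals alone chemokines in OE against KD (-0.0083). Leaving out 1 library gave such changes for angiogenic sprouting in KD (0.027 without WT replicate 3), chemokines in OE against KD (-0.023 without OE replicate 2), interferon response in OE against KD (0.0011 without KD replicate 1, 0.025 without OE replicate 3) and interferon response in KD (0.015 without WT replicate 1, 0.044 without KD replicate 2, 0.0029 without KD replicate 3). Over the 9 fits, the median of endothelial identity in OE against KD kept its sign, from -0.29 (without OE replicate 2) to -0.015 (without KD replicate 2). Where the direction of the test was as reported, single lists lost the threshold in 23 cases, gained it in 15 and stayed on their side of it in 327. Outside fry, the lists that gained it were angiogenic sprouting in OE against WT (prior count 0.5, at least 10 counts in every library, and without WT replicate 1), angiogenic sprouting in OE against KD (at least 10 counts in every library) and cell cycle in OE against WT and OE against KD (window medians removed). Mesenchymal genes in OE against WT and OE against KD lost it with at least 10 counts in every library, and endothelial identity in KD and mesenchymal genes in OE against WT with library totals alone.

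The replicate numbers did not pair the libraries. Correlations between the deviations of same-numbered libraries ran from -0.20 to 0.12, with 2 of 9 over 0.1. With the replicate number as a block, 3574 genes differed between KD and WT, 6111 between OE and WT and 6969 between OE and KD, and the block changed no call of Zbtb46 or of a list. Weakly expressed genes limit all these counts: in simulated data, changes of 2-fold were recovered for 11.8% of 34 genes under 3 CPM.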

Other observations

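The tests of copy number of segments, of library scaling, of a vector, of a steady or proportional response to Zbtb46 and of a mixed WT culture (3 tests) were chosen only after the results were seen.

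Other splits of the libraries were examined for each comparison. For KD against WT, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes; the other splits gave 0 genes, with 317 to 1149 at an unadjusted p under 0.05. The same 1 of 10 held for OE against WT (others 0 genes, 349 to 763 unadjusted) and for OE against KD (others 0 genes, 167 to 351 unadjusted). A design of 10 splits cannot give a share under 0.1. For the 3 groups together, 1 of the 60 splits drawn gave as many genes as the real 8085; the highest other gave 4571. For gene lists, adjusted over the 7 lists of a comparison, 1 of 10 splits gave as many lists in KD against WT, 1 of 10 in OE against WT and 1 of 10 in OE against KD.

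Knockdown was weak at the level of mRNA. Zbtb46 mRNA fell by 17.8% in KD while 3617 genes differed from WT. Of the genes tested, 5042 (29.7%) had a larger fitted change than Zbtb46, including genes that did not pass the threshold. The protein was not analysed here.

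Fold changes of neighbouring genes moved together in OE. Chromosome medians of OE against WT were 0.24 for chromosome 4, -0.31 for chromosome 9 and -0.16 for chromosome 13 (GRCm38), while the other 17 chromosomes lay between -0.027 and 0.047. In KD against WT the same chromosomes moved the other way, with medians of -0.097, 0.11 and 0.11. Several technical explanations were set against the data. Library size or scaling would shift all chromosomes alike, but chromosomes 4 and 9 differed by 0.55 in OE. Correction for GC content and transcript length, available for 100% of the genes, left the smallest of the 3 medians at 0.18 in size, and the other chromosomes then lay between -0.027 and 0.037. A single library did not carry the shifts: on 3 of 3 chromosomes the OE libraries all lay on one side of the WT libraries. Whole-chromosome gain or loss is argued against by position, since only 11 of the 21 windows of 20 Mb on these chromosomes were shifted beyond 0.2 to the chromosome's side in OE. The shifted windows formed runs. Chromosome 4 was higher from 80 to 160 Mb, with window medians of 0.30 to 0.39. There were 7 adjacent pairs among the 13 shifted windows, against at most 5 in 10000 shuffles of the windows (permutation p 1e-04, the smallest they can give). When windows were chosen on every other gene, 13 were chosen and in 13 of 13 the genes between them shifted to the same side by over 0.2, with a median size of 0.37. These values are consistent with a gain or loss of chromosome segments in the OE cells, and a shift of chromatin state over long regions was not tested. In shifted windows 58.4% of the genes differed between OE and WT, against 33.7% elsewhere, so a gene in such a window may differ for its position as well as for Zbtb46.

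Genes that were nearly off in KD or in OE tended to be intermediate in WT. These genes, and the windows below, were chosen for a gap between KD and OE. Such a choice by itself favours WT levels between those of KD and OE, and no baseline for it was computed. On a scale with KD at 0 and OE at 1, 35 genes with at least 3 CPM in OE and at most 5% of that level in KD had a median WT position of 0.32 (95% bootstrap confidence interval 0.23 to 0.36, quartiles 0.20 and 0.37). The 11 genes with the opposite pattern had a median of 0.29, with a wide interval from 0.016 to 0.80. The 15 windows in which OE and KD differed by over 0.2 had a median WT position of 0.29 (0.23 to 0.32), and 6 of the 46 genes above lie in them. These windows lie on 5 chromosomes and form 8 adjacent pairs, so they are not independent and their interval may be too narrow. Per WT library, the 35 genes gave 0.29, 0.30 and 0.32 and the windows 0.31, 0.27 and 0.36. Zbtb46 mRNA itself stood at 0.013 on this scale, below the interval of the 35 genes, which argues against a response in proportion to Zbtb46 mRNA for their median. It leaves such a response open for single genes, since Duoxa2 (0.0040), Fgfbp3 (0.010), Ntng2 (0.017) and 6530402F18Rik (0.038) lay near the position of Zbtb46. A candidate explanation for both patterns is that the WT culture was made of KD-like and OE-like cells, with about the same share of OE-like cells read from genes (0.32) as from windows (0.29), and that the KD and OE lines each grew out of a part of it. This hypothesis was formed on the same data. Single genes argue against such a culture as the whole cause. For 10 of the 46 genes all 3 WT libraries lay over 2-fold from the level it would have, 8 below and 2 above: Fgfbp3, near the position of Zbtb46 as said, stood at 1.59 CPM in WT where it would be at 11.4, Scn2b had 0 counts where it would be at 10.8 CPM, and Nid2 stood at 13.1 where it would be at 5.01. The positions of the 35 genes ran from 0.0040 to 0.79, and 8 of the 11 others lay between 0 and 1. The windows on chromosomes 8 and 11 had WT positions of -0.0049 to 0.063, near KD. A response to Zbtb46 that is not proportional to its mRNA stays open, and so does drift of each line in culture, which the design confounds with the groups.

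A further set of features had at most 3 counts in every WT library and at least 30 in every KD and OE library. There were 10, chosen after their values were seen: Actc1, Med12l, Nlrp6, Olfr1512 and 6 predicted genes. The reverse, expressed in WT and at most 3 counts in KD and OE, held for 0 features. Silence in KD alone held for 7 features (Prkd1, Ntn1, Rab15, Glul, Htatip2, Patj and Foxd1), and silence in OE alone for 0. The 10 features lay on 10 chromosomes, with KD means from 1.06 to 15.4 CPM, which argues against the sequence of a vector. Cardiomyocytes or their RNA would bring other abundant transcripts, yet 6 of 10 cardiomyocyte genes had at most 10 counts in every library, and these 10 had a median of 13.5 counts summed over the 6 KD and OE libraries, against 1754 for Actc1; 4 of the 10 exceeded 10 counts in a WT library and 0 are in the 7 lists. Added cells that express Xist or Y-linked genes are argued against by Xist and 4 Y-linked genes, none of which exceeded 6 counts in any library. Since every library was this low, WT included, these markers do not give the sex of the cells. They cannot exclude cells of the other sex that lack these transcripts. A response that rises or falls steadily with Zbtb46 forbids features that are off in WT and on in both other groups, and 10 were found. The mixed WT culture described above does not explain them either, because their WT level was at most 1.56% of what such a culture would have. An effect of making the lines, shared by KD and OE, stays open as untested, since no library from control vector cells was analysed here.

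Endothelial identity genes were sparse in these cells. Of the 25 genes of that list, 14 had under 100 counts summed over the 9 libraries and 2 had 0. Pecam1 had 36 counts in all, Cdh5 12, Vwf 20 and Cldn5 2, while Eng had 44768 and Mcam 12671. Col3a1 stood at 3145 CPM in WT. The list result in KD therefore rests on the 11 genes that could be tested, and no explanation was tested.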
